A study of Mus musculus with 6 samples. Its data were reported in "JunB regulates homeostasis and suppressive functions of effector regulatory T cells" (2018).

How the data were processed

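RNA sequencing compared splenic CD4+CD25+ Treg cells of 2 genotypes, *Junb* fl/fl (control) and *Cd4* Cre*Junb* fl/fl, with 3 libraries each. The deposited values are FPKM (fragments scaled by transcript length and by mapped fragments), which the authors made with TopHat2 2.2.1 and Cufflinks on mm9 according to the submitters' processing notes. The libraries were made with a strand-specific kit. Whether a further scaling between libraries was applied, and how the counting treated strand and reads with several matches, is not given in the sources used here. All 37305 gene identifiers were found among the 37310 genes of the GENCODE annotation for this build, which gave positions, exon lengths and gene types. In 25 cases the gene name in the table had been turned into a date and was left so, and 3381 names occurred more than once, so genes were followed by identifier. No pair of libraries was identical (0 pairs), and 15665 genes were at 0 in all 6. The columns of the libraries numbered 1 were assigned by elimination, since their sample names carry no number. The study states a minimum read depth for its samples, but the values hold no read counts, so no counting intervals are given, and relative depth was estimated from the most frequent ratio to control 1 among genes of very low FPKM, where values stand for about 1 read.

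Genes with a mean FPKM of at least 1 over the 6 libraries (11781, of which 89.8% protein-coding) were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, with a mean-variance trend, 2-sided, and Benjamini-Hochberg adjustment over all genes tested. Differences are *Junb*-deficient minus control. The thresholds stated by the study, an unadjusted p under 0.05 and a log2 difference beyond 0.5, were applied beside an adjusted p of 0.05. An exact test of 3 against 3 libraries cannot go below 0.1. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

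Gene lists were tested with camera at a preset correlation of 0.01 between genes, with camera at an estimated correlation, and with fry, and were adjusted over the lists with at least 3 tested members. The lists covered genes the study named as dependent on JunB or BATF, its protein panel, effector Treg, central Treg and core Treg genes, AP-1 and related factors, T cell receptor and CD28 response, survival, proliferation, glycolysis, cholesterol synthesis, oxidative phosphorylation, interferon response, Th1, Th2, Th17, Tfh, conventional CD4 T, CD8 T and NK, B, plasma, myeloid, dendritic, erythroid and platelet cells, immediate early and heat shock genes, sex-linked genes and neighbours of *Junb*. The lists, the tests, most alternatives and the rule for naming genes were chosen before the data were examined. The rule names *Junb*, all genes of the first 3 lists, 10 genes per direction among those whose 3 *Junb*-deficient libraries lie beyond all 3 controls (largest change among those past the adjusted test, then in order of p among those past the study's thresholds), and for every other list the 3 members with the smallest p. Some genes that this rule names are not reported here. Unnamed gene models were left out, 0 among the higher and 2 among the lower genes.

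Whether the replicate numbers pair the samples was checked by correlating, across 11781 genes, each library's deviations from the mean of its genotype. These are correlations across genes, which are not independent replicates. Libraries of the same number gave 0.57, 0.42 and 0.24, and the others -0.53 to 0.41. The 0.41 was between control 3 and *Junb*-deficient 2, so number 3 paired less clearly. A fit with the number as a block was set beside the unpaired one. The tests were also tried on simulated data. In these, genes varied independently, without run or pairing, and the changed genes were drawn from those with higher mean expression. Of 100 genes given a log2 change of 1, 21% passed the adjusted test and 83% the study's thresholds. Of 100 given a change of 2, 80% and 99% passed, and of 11581 unchanged genes 0.0345% and 3.95%. A list of 15 genes shifted by -0.5 had adjusted p = 6.02e-07 in camera, and 0 of the unchanged lists among 20 were called. Since the simulated genes were independent, this does not show how often camera calls unchanged lists in the real libraries.

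The alternatives were a pseudocount of 0.1, no filter on low values, a mean FPKM of at least 5, median-ratio and quantile scaling, limma without trend, the replicate block, a term for the run, and leaving out each library in turn. The run was inferred only from the lane suffix of the sample names, which the libraries numbered 1 lack. No label states a run. Added after seeing the data were a correction of each library's trend on exon length (loess, span 0.5), the same with the block, protein-coding genes only, both libraries numbered 1 left out (with and without the length correction), an unmoderated test on untransformed FPKM, and the block and left-out libraries for the lists. Lists matched on exon length, expression and GC content were drawn 10000 times.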

Results

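Regulatory T (Treg) cells, CD4+CD25+ T cells that restrain immune responses, were taken from mouse spleens and their polyadenylated RNA was sequenced. The control group held 3 libraries from *Junb* fl/fl mice, in which *Junb* is flanked by loxP sites. The other group held 3 libraries from *Cd4* Cre*Junb* fl/fl mice, in which Cre recombinase made in T cells removes *Junb*, a gene for a subunit of the AP-1 transcription factor. These are called control 1 to 3 and *Junb*-deficient 1 to 3 here. Expression was given as FPKM for 37305 genes, so the number of reads behind each value is unknown. FPKM totals were 496684, 811691 and 862049 in control 1, 2 and 3, and 528608, 657992 and 575628 in *Junb*-deficient 1, 2 and 3. Relative to control 1, the sequencing depth estimated from the ratios of low values was 0.489 and 0.354 in control 2 and 3, and 0.807, 0.523 and 0.461 in *Junb*-deficient 1, 2 and 3. Between 11437 and 11800 genes reached an FPKM of 1 in each library.

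The libraries numbered 1 stood apart from the other 4. On the first principal component, which held 53.4% of the variance, control 1 and *Junb*-deficient 1 scored 41.5 and 50.8, and control 2, control 3, *Junb*-deficient 2 and *Junb*-deficient 3 scored -34.3, -39.9, -15.2 and -2.94. The sample names of these 2 libraries also lack the lane suffix that the others carry, and each genotype has 1 of them. They held more RNA of genes typical of other cells. *Cd74*, the invariant chain of antigen-presenting cells, was at 648 FPKM in control 1 and 753 in *Junb*-deficient 1, against 113 and 97.4 in control 2 and 3 and 194 and 189 in *Junb*-deficient 2 and 3. *Lyz2*, a lysozyme of myeloid cells, was at 28.9 and 17.1 FPKM in the libraries numbered 1 and at most 3.73 in the others. Genes induced by activation, chosen here after their values were seen, differed more. *Nr4a3* and *Nr4a1*, nuclear receptors induced through the T cell receptor, were at 126 and 491 FPKM in control 1 and 253 and 837 in *Junb*-deficient 1, against at most 10.2 and 82.6 in the others, and the AP-1 gene *Fosl2* was at 26.4 and 41.7 against at most 1.18. *Foxp3*, which defines the Treg lineage, was at 161, 123 and 115 FPKM in control 1, 2 and 3 and at 153, 130 and 135 in *Junb*-deficient 1, 2 and 3. The Y-linked gene *Ddx3y* was at 0.00766 FPKM in *Junb*-deficient 3 and at 19.3 to 30.6 in the other 5 libraries. The X-inactivation transcript *Xist* was at 0.0145 and 0.0239 FPKM in control 2 and *Junb*-deficient 2 and at 8.30 to 54.0 in the remaining 4. Control 1, control 3 and *Junb*-deficient 1 thus held RNA of both, and number 3 sets a control with Y-linked RNA against a *Junb*-deficient library almost without it. Deviations from the genotype mean correlated across genes by 0.57 within number 1, 0.42 within number 2 and 0.24 within number 3. Control 3 correlated more with *Junb*-deficient 2 (0.41), so the pairing by number is less clear for number 3. A fit that compares genotypes within each number (the replicate block) is given beside the unpaired one where it changes a call or count. Nothing in the sources used here says that each library came from separate mice, so the p values measure the spread between samples.

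To check the genotypes, *Junb* itself was examined first. *Junb* (ENSMUSG00000052837.4) is a gene of 1 exon on the minus strand of chromosome 8 of mm9, from 87500811 to 87502617. It was at 921, 298 and 256 FPKM in control 1, 2 and 3 and at 180, 49.1 and 37.8 FPKM in *Junb*-deficient 1, 2 and 3. Mean levels were 491 ± 372 in controls and 89.0 ± 79.1 in *Junb*-deficient libraries (SD, n = 3), and all 3 *Junb*-deficient libraries lay below all 3 controls. Within each number, the *Junb*-deficient library held 19.6%, 16.5% and 14.8% of its control's level. The log2 difference was -2.55 (SE 0.69). The libraries numbered 1 were higher in both genotypes. The unpaired limma test gave adjusted p = 0.834, and the replicate block gave adjusted p = 0.00660. Over the limma alternatives the smallest adjusted p was 0.00218 and the largest rounds to 1.

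Which transcripts depend on JunB in Treg cells was then asked across 11781 genes with a mean FPKM of at least 1. "Rose" and "fell" are used below for genes past the thresholds the study stated, an unadjusted p under 0.05 with a log2 difference beyond 0.5 in either direction. By these, 197 genes rose and 340 fell in *Junb*-deficient Treg cells. The genes that fell included the calcium-binding proteins *S100a6* and *S100a4*, the effector protease *Gzmb*, and the co-receptors *Tigit* and *Icos*. The genes that rose included the RNA-binding protein *Mbnl3*, the actin-severing protein *Scin* and the secreted signal *Wnt3*. In the limma test, 0 genes passed an adjusted p of 0.05 in either direction. The smallest adjusted p was 0.295 and 636 genes had an unadjusted p under 0.05, where 589 would by chance. The replicate block called 1 gene (*Junb*), and counted 422 genes that rose and 848 that fell. A term for the run in place of the block called 7 genes, all lower (*Junb*, *S100a6*, *Prdx2*, *Matk*, *Nrn1*, *Epcam* and *Psmb9*). The run was inferred from the lane suffix alone, so this term parts the libraries numbered 1 from the others and carries whatever else sets them apart. An unmoderated test on untransformed FPKM called 0 higher and 2 lower, with 139 that rose and 191 that fell at the study's thresholds. A quantile scaling of the libraries gave 257 genes that rose and 263 that fell. The counts moved by over 1.5 times without control 1 (788 rose, 1532 fell and 1 gene, *Cd47*, passed the adjusted test), control 2 (112 and 222), control 3 (95 and 204) or *Junb*-deficient 3 (119 and 292). Among genes past the study's thresholds, 162 had all 3 *Junb*-deficient libraries above all 3 controls and 270 had them below. Of all genes tested, 540 were fully separated upward and 749 downward, where chance gives 10% in both directions together.

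Among the genes that fell, *S100a6*, *Nrn1* and *Acsbg1* had the smallest p values. *S100a6* (chromosome 3, 90416816 to 90418336) fell from 282 ± 103 to 27.3 ± 8.44 FPKM (SD, n = 3; log2 difference -3.30). *Nrn1*, which encodes neuritin, fell from 41.4 ± 5.67 to 13.2 ± 2.41 (log2 difference -1.58), and *Acsbg1*, an acyl-CoA synthetase, fell from 18.8 ± 2.32 to 5.69 ± 1.47 (log2 difference -1.58). The tyrosine kinase *Matk* (log2 difference -1.29) and the syntenin *Sdcbp2* (log2 difference -1.12) fell as well. In the other direction, *Mbnl3* rose from 15.6 ± 2.38 to 32.7 ± 1.30 FPKM (log2 difference 1.03) and *Scin* from 0.618 ± 0.419 to 6.09 ± 2.75 (log2 difference 2.10). *Lad1* (ladinin, log2 difference 1.40), *Wnt3* (1.19), the intraflagellar transport gene *Ift140* (0.90), the zinc finger gene *Plagl1* (1.25), the caveola protein *Ptrf* (1.62) and *Slfn5* of the Schlafen family (0.73) rose too. *Rnaseh2a* rose and *Prdx2* fell, and both lie beside *Junb* (below). *Tigit*, *Fgl2* and *Maf* complete the leading genes that fell, with the small nucleolar RNA *U3* (log2 difference -2.85), whose value is uncertain because *U3* has many near-identical copies. *Ighv1-9*, a segment of the immunoglobulin heavy chain, rose by a log2 difference of 1.66, but was listed at 0 in control 2 and 3. These 20 genes were taken in order of p among those whose libraries were fully separated. None passed the adjusted test (adjusted p from 0.295 to 0.568), and 17 did with both libraries numbered 1 left out, a setting chosen after the data were seen. Since the genes were picked for their separation in these same libraries, passing in a part of them is not independent support. Each of the 20 genes kept its call when any 1 library was left out, except *Ighv1-9*, which was too low to be tested without *Junb*-deficient 1 or 3.

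**Figure D1:**
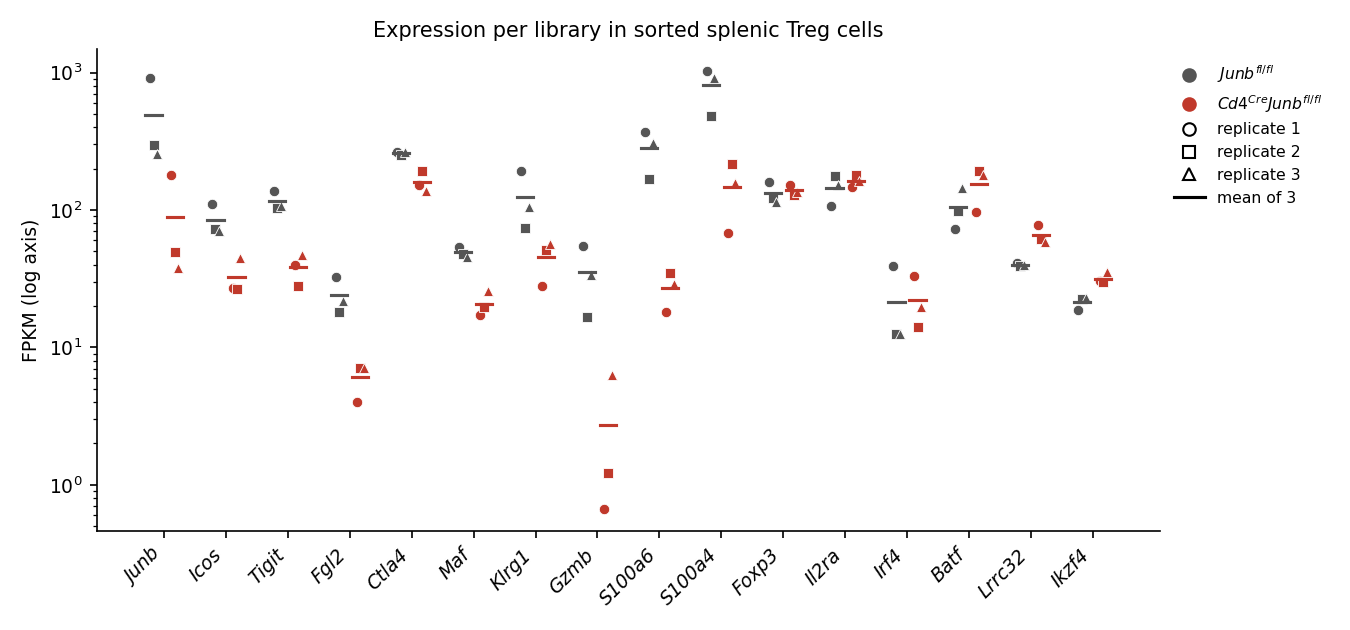
FPKM on a log axis for 16 genes in the 6 libraries, with control libraries in grey, *Junb*-deficient libraries in red, a symbol per replicate number and a bar at the mean of 3. *Junb* and the next 9 genes are lower in every red library than in every grey one, *Foxp3*, *Il2ra*, *Irf4* and *Batf* overlap, and *Lrrc32* and *Ikzf4* are higher in every red library.

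The study named 7 effector Treg genes as dependent on JunB, and all 7 fell here. Since the study chose them on these samples, neither their values nor their list tests here are independent evidence of a difference or its direction. The study had other evidence for some of them. It reported reduced ICOS, TIGIT, KLRG1 and CTLA4 protein in effector Treg cells of this genotype, and reduced IRF4 binding near *Icos*, *Ctla4*, *Gzmb* and *Maf*. *Icos*, a co-stimulatory receptor (chromosome 1, 61034771 to 61057164), fell from 84.5 ± 22.7 to 32.8 ± 10.6 FPKM (SD, n = 3; log2 difference -1.35). *Ctla4*, an inhibitory receptor that binds B7 molecules (chromosome 1, 60943844 to 60972676), fell from 261 ± 8.54 to 161 ± 28.8 (log2 difference -0.70). The inhibitory receptors *Tigit* and *Klrg1* fell from 116 ± 19.2 to 38.4 ± 9.70 and from 124 ± 61.8 to 45.1 ± 15.1 (log2 differences -1.59 and -1.39). *Fgl2*, a secreted suppressive molecule, fell from 24.1 ± 7.64 to 6.04 ± 1.79, and *Maf*, a transcription factor, from 49.1 ± 4.22 to 20.8 ± 4.22 (log2 differences -1.83 and -1.21). *Gzmb*, a cytotoxic protease (chromosome 14, 56877693 to 56881097), fell from 35.1 ± 19.2 to 2.75 ± 3.13 (log2 difference -3.43). All 7 were lower in every *Junb*-deficient library than in every control. Over all genes tested, 0 of the 7 passed the adjusted test, and 7 did when adjusted over the list alone. With both libraries numbered 1 left out, a setting chosen after the data were seen, 4 of the 7 passed over all genes (*Tigit*, *Fgl2*, *Maf* and *Gzmb*, adjusted p from 0.0283 to 0.0499). As a group they had a median log2 difference of -1.39 with adjusted p = 1.47e-12 in a camera test that fixes the correlation between genes at 0.01, and adjusted p = 0.423 with an estimated correlation. Leaving out *Junb*-deficient 3 ended the call of *Ctla4* (log2 difference -0.60).

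The study also named genes that it described as promoted by the related factor BATF and not by JunB. Of these 6 genes, 3 fell here and 3 did not pass. The RNA part of that description on JunB came from these samples. The study had other evidence for some of them. It reported that IRF4 and BATF bound near *Prdm1* as before without JunB. It also reported that ST2, the protein of *Il1rl1*, was not reduced on effector Treg cells of this genotype. *Prdm1*, which encodes the transcription factor Blimp1, fell from 9.54 ± 4.64 to 4.83 ± 0.986 FPKM, the chemokine receptor *Ccr2* from 32.4 ± 14.0 to 11.4 ± 10.7, and *Ccr10* from 2.18 ± 2.58 to 0.0492 ± 0.0452 (SD, n = 3). Log2 differences of *Nt5e* (the ecto-enzyme CD73), *Il1rl1* (the IL-33 receptor ST2) and *Ccr9* were -0.64, -0.68 and 0.32. The group had a median of -0.73 with adjusted p = 0.0455 in the camera test, and adjusted p = 0.892 with an estimated correlation. Adjusted over all genes 0 passed, and 0 when adjusted over the list alone, against 4 with the replicate block, where 4 fell. The camera call ended without control 1 (median -0.44, adjusted p = 0.652), *Junb*-deficient 1 (median -0.68, adjusted p = 0.151) or *Junb*-deficient 2 (median -0.79, adjusted p = 0.0543). The call of *Prdm1* ended without control 1, *Junb*-deficient 1 or *Junb*-deficient 2 (log2 differences -0.44, -0.70 and -0.72), that of *Ccr2* without control 1, control 3, *Junb*-deficient 1 or *Junb*-deficient 2 (-1.40, -1.62, -1.14 and -1.57), and that of *Ccr10* without control 3 or any *Junb*-deficient library (-1.50, -1.28, -1.29 and -1.34), and it was too low to be tested without control 1.

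Some of the proteins that the study measured in Treg cells gave a panel of genes for comparison. ICOS, TIGIT, KLRG1, CTLA4 and ST2, which it also measured, are not in this panel, since their genes are in the lists above. Of the panel's 13 genes, none rose or fell. *Foxp3* was at 133 ± 24.7 FPKM in controls and 139 ± 12.0 in *Junb*-deficient libraries and *Il2ra* (CD25) at 145 ± 36.0 and 163 ± 17.1 (SD, n = 3). Log2 differences were -0.62 for the adhesion receptor *Cd44*, -0.30 for *Tnfrsf18* (GITR), 0.17 for the transcription factor *Irf4*, 0.55 for its partner *Batf*, 0.24 for *Gata3*, 0.05 for *Tbx21*, -0.23 for *Ikzf2* (Helios), -0.40 for *Nrp1* and -0.39 for the proliferation marker *Mki67*. The panel's camera test gave adjusted p = 0.953, and 0 members passed over all genes or adjusted over the list alone. With the replicate block *Batf* rose and *Cd44* fell. *Batf* rose also under quantile scaling, with the length correction, without *Junb*-deficient 1 and without both libraries numbered 1 (log2 differences 0.78, 0.78, 0.86 and 0.62), and *Nrp1* fell without control 3 (-0.56).

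Effector Treg cells were then described by a list of 25 genes that are typically higher in them. In *Junb*-deficient cells 2 of the 25 rose, 6 fell and 17 did not pass, with a median log2 difference of -0.45. *S100a6* (above) and *S100a4* made the largest differences, *S100a4* falling from 806 ± 288 to 147 ± 73.9 FPKM (SD, n = 3; log2 difference -2.53). The inhibitory receptor *Pdcd1* fell from 38.5 ± 3.28 to 25.7 ± 1.96 (log2 difference -0.56). The 2 that rose, named here after their values were seen, were *Ebi3*, a subunit of the cytokine IL-35 (log2 difference 0.58), and the chemokine receptor *Ccr6* (0.70). *Irf4*, *Batf*, *Gata3*, *Tbx21* and *Cd44* of this list also belong to the protein panel. The effector Treg list had adjusted p = 0.0156 in the camera test and adjusted p = 0.892 with an estimated correlation. Over its other settings the adjusted p ran from 5.60e-06 to 0.804. Over all genes 0 members passed the adjusted test, and 2 did when adjusted over the list alone. With the replicate block 3 rose, 11 fell and 12 passed when adjusted over the list alone. The camera call ended without control 1 (median -0.30) or *Junb*-deficient 2 (-0.29), and with both libraries numbered 1 left out (-0.24). Control 1 was also the library with the most *Lyz2* RNA. Within the numbers 1, 2 and 3 the median was -0.62, -0.38 and -0.18. The call of *Pdcd1* ended without control 3 (-0.50), that of *Ebi3* without *Junb*-deficient 3 (0.49), and that of *Ccr6* without control 2, control 3, *Junb*-deficient 2 or *Junb*-deficient 3 (0.56, 0.62, 0.54 and 0.60). With the length correction the call of *Pdcd1* ended too (-0.40).

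Genes of central Treg cells, which recirculate through lymphoid organs, leaned the other way without any member passing. All 15 were tested and 11 had a positive difference, with a median of 0.19, which was 0.45 under quantile scaling. Within the numbers 1, 2 and 3 the median was 0.55, -0.29 and 0.28. The cytokine receptor subunit *Il6st*, the survival factor *Bcl2* and the transcription factor *Foxp1* had log2 differences of 0.37, 0.47 and 0.70. The central Treg list had adjusted p = 0.0480 in the camera test and adjusted p = 0.892 with an estimated correlation, with a range from 0.000843 to 0.690 over its other settings, and 0 members passed over all genes or adjusted over the list alone. With the replicate block *Foxp1* rose, and 1 member passed adjusted over the list alone. The call ended without control 1 (median 0.22), control 3 (0.16) or *Junb*-deficient 1 (0.12), and the median was 0.01 once both libraries numbered 1 were left out.

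Among 14 core Treg genes, 2 rose, 1 fell and 11 did not pass. *Lrrc32*, which encodes the TGF-beta docking protein GARP, rose from 40.0 ± 1.09 to 65.6 ± 10.1 FPKM, and *Ikzf4* (Eos) from 21.3 ± 2.32 to 31.7 ± 3.05. *Capg*, an actin-capping protein, fell from 254 ± 16.5 to 142 ± 22.0 (SD, n = 3; log2 differences 0.69, 0.55 and -0.85). The camera test gave adjusted p = 0.343, adjusted p = 0.0232 under quantile scaling and adjusted p = 0.892 with an estimated correlation. The fry test for change in either direction gave adjusted p = 0.000705. The adjusted test over all genes passed 0 members, against 2 adjusted over the list alone and 4 with the block, where 3 rose and 1 fell. *Ikzf4* lost its call without control 1 (0.46) or *Junb*-deficient 3 (0.48), and with the length correction (0.49).

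Few other AP-1 and related genes or genes induced through the T cell receptor passed, and some differed far more between the libraries numbered 1 and the others, as given above for *Fosl2* and *Nr4a3*. Of 16 AP-1 and related genes tested, 1 fell, *Jdp2* (log2 difference -0.73), and 15 did not pass (adjusted p = 0.738). With the block 1 rose and 1 fell. *Jund*, a close relative of *Junb*, was at 232 ± 55.3 and 191 ± 31.1 FPKM (SD, n = 3; log2 difference -0.27). Of 20 genes induced through the T cell receptor and CD28, *Egr3* rose (log2 difference 0.86) and 19 did not pass. That list had a median of 0.11 and adjusted p = 0.528, and with the block 3 rose and adjusted p = 0.0465, with adjusted p = 0.786 under an estimated correlation in the block. Of 21 genes of cell survival and death 1 fell, *Cflar*, an inhibitor of caspase 8 (log2 difference -0.50), and the list had adjusted p = 0.953. In these 3 lists 0 members passed over all genes or adjusted over the list alone, and 2 of the receptor-induced list did with the block. Each of the 3 single calls rested on most of the libraries. That of *Jdp2* ended without any library but control 3 (-0.81 to -0.51), that of *Egr3* without control 2, control 3, *Junb*-deficient 1 or *Junb*-deficient 3 (0.70, 0.66, 0.66 and 0.86), and that of *Cflar* without the same 4 (-0.47, -0.43, -0.46 and -0.42).

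Proliferation genes were lower as a group. Of 25 tested, 24 had a negative difference, but only *Stmn1*, a regulator of microtubules, fell, from 24.0 ± 5.74 to 9.73 ± 2.59 FPKM (SD, n = 3; log2 difference -1.22). The survivin gene *Birc5* and the thymidylate synthase gene *Tyms* had log2 differences of -1.32 and -0.44. The list had a median of -0.30, with adjusted p = 0.0113 in the camera test and adjusted p = 0.892 with an estimated correlation. Of its members 0 passed over all genes, against 1 adjusted over the list alone and 2 with the block, where 4 fell. The difference was uneven between libraries, with medians of -0.66, -0.25 and 0.08 within the numbers 1, 2 and 3. *Mki67* was at 17.8 FPKM in control 1 and at most 5.96 in the others. The call ended without control 1 (median -0.01) or *Junb*-deficient 2 (-0.07), and with both libraries numbered 1 left out (median -0.23, adjusted p = 0.703).

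Transcripts of oxidative phosphorylation were also lower in *Junb*-deficient cells. Of 38 genes, 37 had a negative difference and 4 fell, with a median of -0.45, which was -0.24 under quantile scaling and -0.28 with a correction for exon length. Within the numbers 1, 2 and 3 the median was -0.20, -0.44 and -0.83. *Cox5b* and *Cox5a*, subunits of cytochrome c oxidase, fell from 30.8 ± 6.03 to 16.3 ± 5.06 FPKM and from 152 ± 12.7 to 104 ± 5.62, and *Uqcrb* of complex III from 38.2 ± 11.5 to 21.2 ± 5.55 (SD, n = 3). The fourth, named after its value was seen, was *Ndufa1* of complex I (log2 difference -0.77). The camera test gave adjusted p = 1.46e-06, and adjusted p = 0.892 with an estimated correlation. Over all genes 0 passed and 0 adjusted over the list alone, against 6 with the block, where 16 fell. The camera call held without each library in turn, with medians from -0.76 to -0.27. Those without control 3 and without *Junb*-deficient 1 (-0.27 and -0.28) and without control 1 (-0.76) differ from the full value by over 1.5 times. Calls of *Cox5a* ended without control 2, control 3 or *Junb*-deficient 1 (-0.52, -0.49 and -0.50), those of *Uqcrb* without control 2, control 3, *Junb*-deficient 2 or *Junb*-deficient 3 (-0.61, -0.76, -0.82 and -0.62), and those of *Ndufa1* without control 2, control 3, *Junb*-deficient 1 or *Junb*-deficient 3 (-0.57, -0.66, -0.63 and -0.70). The length correction ended the calls of *Cox5a* (-0.32) and *Uqcrb* (-0.57) but not that of *Cox5b* (-0.68). Differences between genotypes also went with the length of all annotated exons of a gene. In the shortest of 10 length classes of protein-coding genes (median 983 bases) the median difference was -0.33, and in the longest (9630 bases) it was 0.19. The libraries did not all follow this, since in the shortest class control 1 (-0.21) lay below *Junb*-deficient 2 (-0.01) and *Junb*-deficient 3 (-0.11). Of 15 glycolysis and 18 cholesterol synthesis genes, none rose or fell (adjusted p = 0.953 for each, 0 adjusted over the list alone). The squalene synthase gene *Fdft1* had a log2 difference of -0.31. *Gapdh* was at only 2.23 to 7.56 FPKM, and its value is uncertain because the gene has many pseudogene copies.

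**Figure D2:**
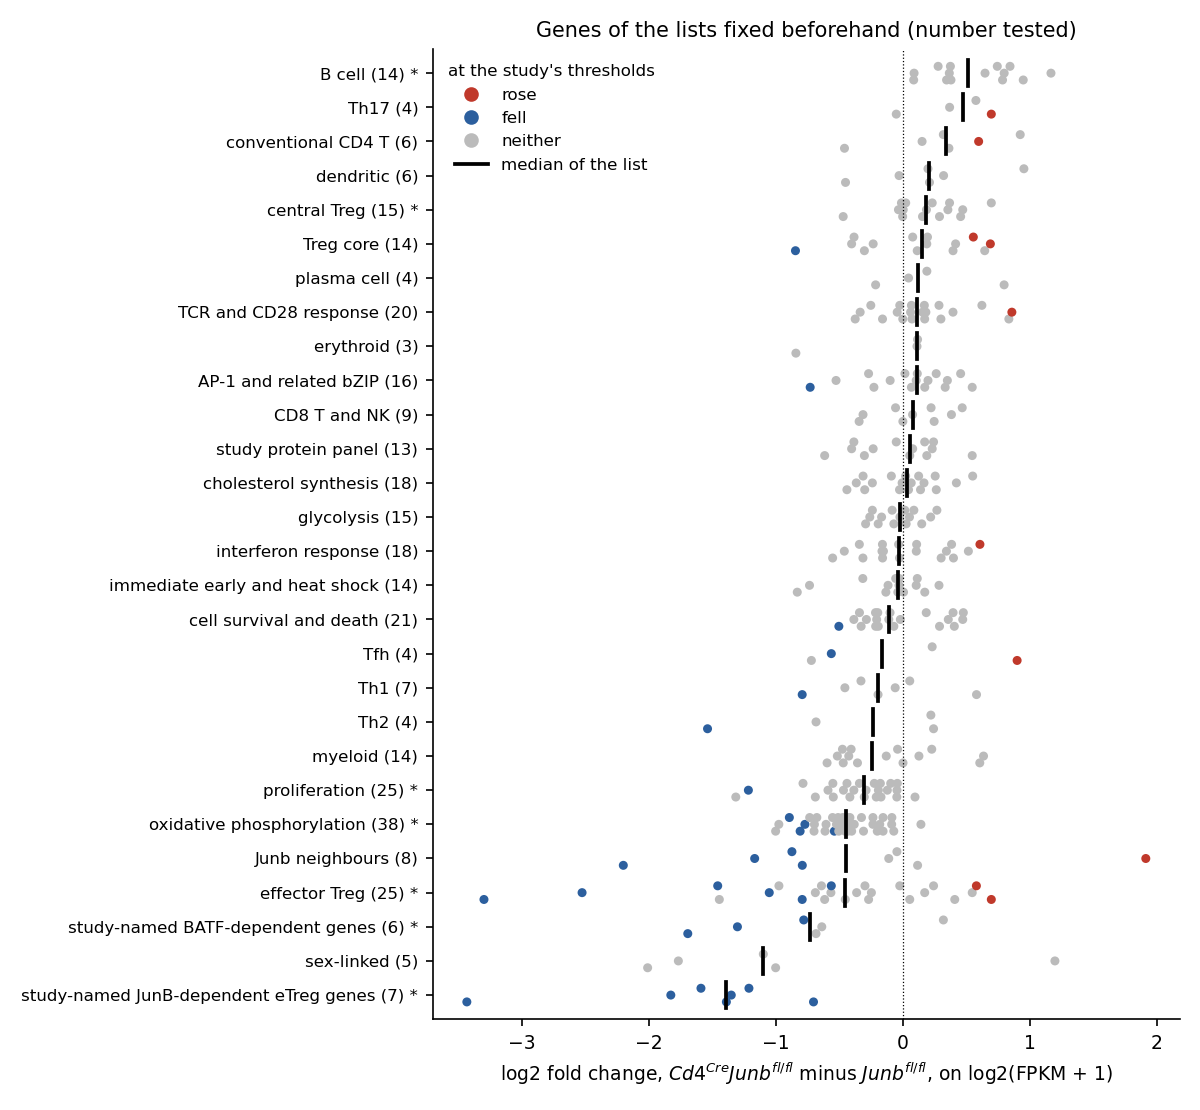
Log2 differences of the tested members of each gene list, *Cd4* Cre*Junb* fl/fl minus *Junb* fl/fl on log2(FPKM + 1), with genes that rose in red, genes that fell in blue, others in grey, a black bar at the list's median and an asterisk at lists past an adjusted p of 0.05 in the camera test. The lists run from the B cell list at 0.51 to the 7 genes named by the study at -1.39, and 7 lists carry an asterisk, none of which holds with an estimated correlation. The 7 genes named by the study were chosen on these samples, so their asterisk is not independent support.

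**Figure D3:**
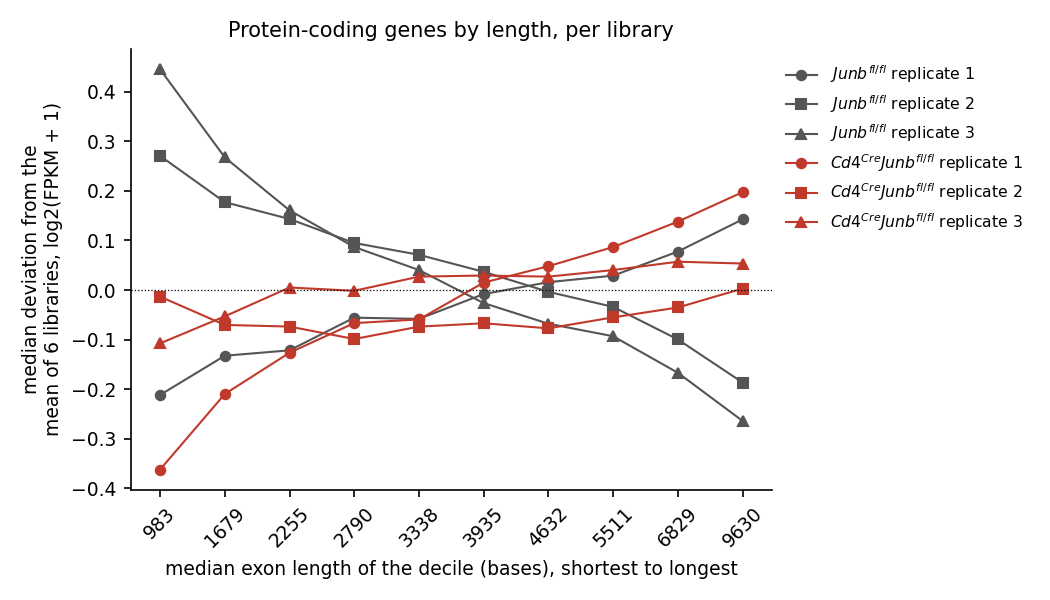
Median deviation of protein-coding genes from their mean over the 6 libraries, on log2(FPKM + 1), in 10 classes of exon length from the shortest (median 983 bases) to the longest (median 9630 bases), with 1 line per library. In the shortest class control 1, 2 and 3 lie at -0.21, 0.27 and 0.45 and *Junb*-deficient 1, 2 and 3 at -0.36, -0.01 and -0.11.

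Genes of helper T cell subsets, which some Treg cells also express, were few and went both ways. In the Th1 list 1 of 7 fell, the chemokine receptor *Cxcr3* (log2 difference -0.79; adjusted p = 0.604 for the list). In the Th2 list 1 of 4 fell, the chemokine receptor *Ccr3*, from 5.27 ± 3.60 to 0.971 ± 0.443 FPKM (SD, n = 3; log2 difference -1.54; adjusted p = 0.604). In the Th17 list 1 of 4 rose, *Ccr6* (adjusted p = 0.141). In the Tfh list 1 of 4 rose, the follicle-homing receptor *Cxcr5*, from 15.2 ± 6.05 to 27.8 ± 4.94 FPKM (log2 difference 0.90), and *Pdcd1* fell (adjusted p = 0.953). *Sh2d1a* fell as well with the block (log2 difference -0.72). The cytokine gene *Ifng* had a log2 difference of -0.33. Over all genes 0 members of these lists passed the adjusted test, and adjusted over the list alone 1 of the Th2 and 1 of the Tfh list did, with 1 of the Th1 list and 3 of the Tfh list with the block. *Cxcr3* lost its call without any library but *Junb*-deficient 3 (-0.84 to -0.55) and with the length correction (-0.62), and *Cxcr5* without *Junb*-deficient 2 (0.83) or 3 (0.82). That of *Ccr6* ended without 4 of the libraries and that of *Pdcd1* without 1, as given above for the effector Treg list.

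Markers of B cells, which the sort should exclude, were higher in *Junb*-deficient libraries as a group. All 14 tested had a positive difference, with a median of 0.51, and none passed singly in the unpaired fit of all libraries. Within the numbers 1, 2 and 3 the median was 0.74, 0.003 and 0.40, and without control 1 it was 0.85. The class II molecule *H2-Eb1* and the B cell receptor inhibitor *Cd22* had log2 differences of 1.17 and 0.74, and *Ebf1*, a B cell transcription factor, 0.78. *Cd79a*, part of the B cell receptor, was at 14.1 FPKM in *Junb*-deficient 1, against 4.85 in control 1. It was at 1.17 in both libraries numbered 2, and at 4.15 in *Junb*-deficient 3 against 1.53 in control 3. The list had adjusted p = 0.00669 in the camera test and adjusted p = 0.892 with an estimated correlation. Over all genes 0 passed and 0 adjusted over the list alone, against 1 with the block, where 7 rose. The call ended without control 2 (median 0.35), control 3 (0.32) or *Junb*-deficient 1 (0.07). Leaving out both libraries numbered 1 was a setting chosen after the data were seen. There *H2-Eb1*, the class II gene *H2-Aa* and the invariant chain *Cd74* passed the adjusted limma test over all genes. Their log2 differences were 1.53, 1.34 and 0.86 (adjusted p from 0.0283 to 0.0499), and the other members of the list did not pass. Markers of myeloid cells were lower within number 1, where 13 of 14 had a negative difference (median -0.64), and went both ways within numbers 2 and 3 (medians -0.06 and -0.04). None of the 14 rose or fell, with a median of -0.24 and adjusted p = 0.953, and with the block *C1qb* fell (log2 difference -0.60). Without both libraries numbered 1, *Fcer1g* and *Tyrobp* were higher (log2 differences 1.40 and 1.39) and passed the adjusted limma test over all genes (adjusted p = 0.0383 and 0.0379). The other myeloid members did not pass there.

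Genes near *Junb* on chromosome 8 were examined as well, since the deleted segment lies among them. Of 8 tested neighbours on the list, 1 rose, 4 fell and 3 did not pass (adjusted p = 0.124 in the camera test). Within 100 kb of *Junb*, 12 neighbours were tested. Those beyond *Hook2* are not on the list, and none of them rose or fell (*Asna1*, *2310036O22Rik*, *Tnpo2*, *Fbxw9*, *Dhps* and *Wdr83*). *Prdx2*, which encodes a peroxiredoxin (plus strand, 87493486 to 87498733 of mm9), fell from 155 ± 57.4 to 31.5 ± 5.86 FPKM (SD, n = 3; log2 difference -2.20). *Rnaseh2a*, a subunit of ribonuclease H2 (minus strand, 87480509 to 87493666), rose from 47.8 ± 18.4 to 178 ± 57.2 (log2 difference 1.91). *Hook2* (plus strand, 87514494 to 87527263) fell from 2.13 ± 0.491 to 0.422 ± 0.425 (log2 difference -1.17), and *Dnase2a* and *Syce2* fell by 0.79 and 0.87 on the log2 scale. *Rtbdn*, which lies beyond *Rnaseh2a* on the plus strand and was too low to test, was at 0.220, 0.0917 and 0.131 FPKM in control 1, 2 and 3 and at 2.31, 1.53 and 1.45 in *Junb*-deficient 1, 2 and 3. *Prdx2* and *Rnaseh2a* overlap by 177 exon bases on opposite strands. The libraries were made with a stranded kit, but whether the counting used strand is not given, so their exact levels are uncertain. Of the 8 neighbours on the list 0 passed over all genes, against 4 adjusted over the list alone and 5 with the block. *Hook2* could not be tested without control 3, *Dnase2a* lost its call without control 3 (-0.53) or *Junb*-deficient 2 (-0.67), and *Syce2* without control 2 (-0.94), control 3 (-0.65) or *Junb*-deficient 2 (-0.57).

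**Figure D4:**
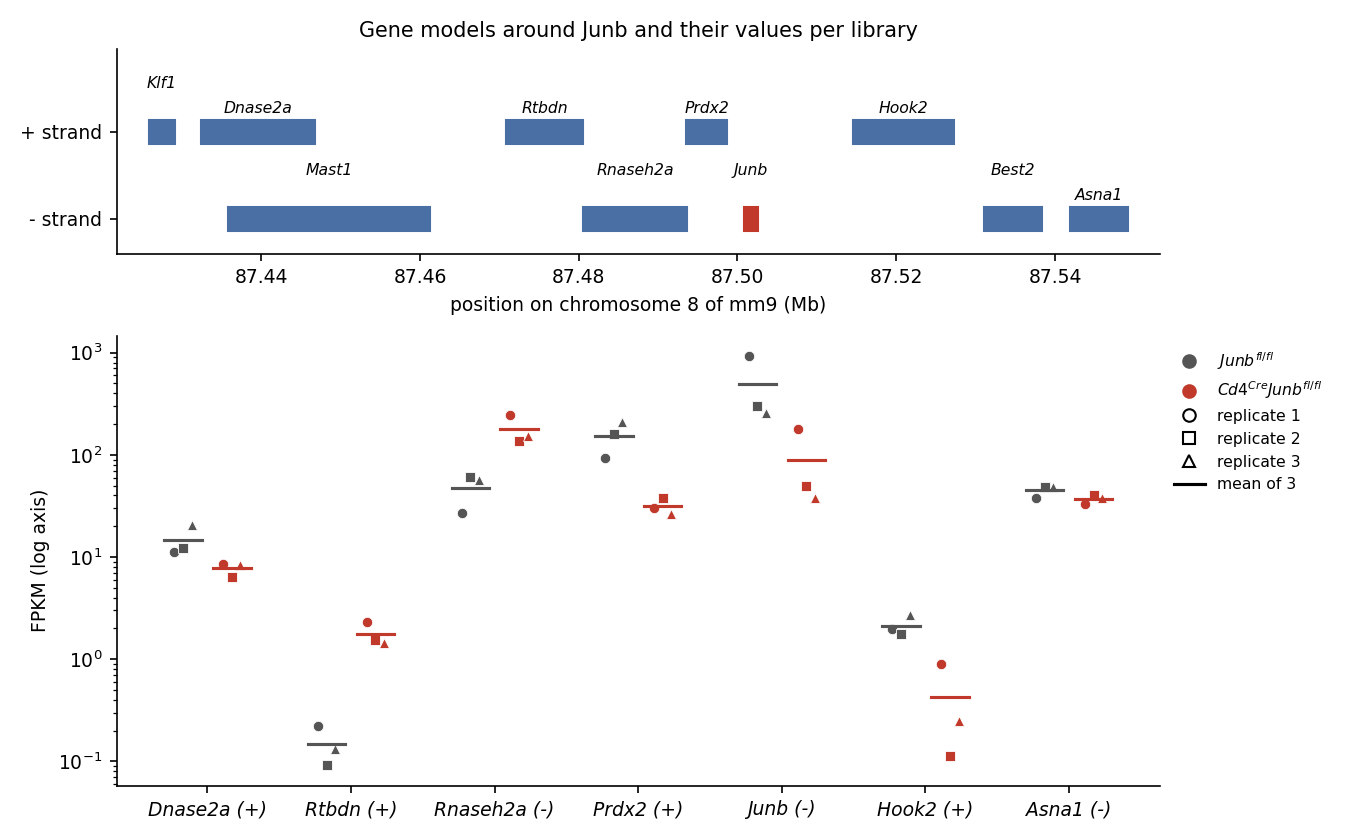
Gene models on the 2 strands around *Junb* (red) on chromosome 8 of mm9 in Mb, above FPKM per library on a log axis, with control libraries in grey, *Junb*-deficient libraries in red and a bar at the mean of 3. *Rtbdn* and *Rnaseh2a* are higher, and *Dnase2a*, *Prdx2*, *Junb* and *Hook2* lower, in all 3 *Junb*-deficient libraries.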

Values the study reported

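The study counted 173 genes with lower and 137 genes with higher expression in *Junb*-deficient than in *Junb*-sufficient Treg cells, taking p values under 0.05 and log2 fold changes of at least 0.5 in size. Of 762 genes that it called related to effector Treg cells, 70 were among those with lower expression. For the CD4+CD25+ cells it isolated from spleen, it stated that more than 95% expressed Foxp3.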

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

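The length corrections, the fit on protein-coding genes only, the fits with both libraries numbered 1 left out, the unmoderated test, and the block and left-out libraries for gene lists were chosen after the data were seen. Except where an alternative tests fewer genes or libraries, the cause was not tested. At an adjusted p of 0.05 the main count was 0 in both directions. It became 103 higher and 159 lower with both libraries numbered 1 left out, and 25 and 15 when the length correction was added to that. Lower genes numbered 1 with the replicate block, 7 with the run term, 1 with the length correction and block, and 2 in the unmoderated test, and 0 to 1 when 1 library was left out. At the study's thresholds, genes that rose numbered 131 with a mean FPKM of at least 5, 422 with the block, 415 with the run term, 396 with length correction and block, 780 without the libraries numbered 1 and 732 with length correction there, with 95 to 788 over single libraries left out. Genes that fell numbered 848 with the block, 840 with the run term, 1528 without the libraries numbered 1, 802 with length correction there and 191 in the unmoderated test, with 204 to 1532 over single libraries left out. *Junb* fell in every limma setting, from -3.23 to -1.97 with 1 library left out, and passed the adjusted test with the block and with the run term (-2.55 each), with length correction and block (-2.38), without the libraries numbered 1 (-2.65) and with length correction there (-2.42). The effector Treg list lost its camera call at a mean FPKM of at least 5 (median -0.36), without the libraries numbered 1 (-0.24) and with length correction there (-0.18), and its median ran from -0.58 to -0.29 with 1 library left out. The central Treg list lost its call with no filter (0.19), length correction (0.25), protein-coding genes only (0.19) and without the libraries numbered 1 (0.00931), its median was reversed to -0.0416 when length correction was added there, and ran from 0.12 to 0.33 with 1 library left out. Of the 7 lists past the camera test, 0 passed with an estimated correlation and 0 with the fry test for a single direction, and 3 passed without the libraries numbered 1, where 4 lists passed in all, the other being Th17 (adjusted p = 2.02e-05). With an estimated correlation the list of JunB-dependent genes had adjusted p = 0.423, and the BATF, effector, central, proliferation, oxidative phosphorylation and B cell lists each had adjusted p = 0.892. In fry for a single direction these had adjusted p = 0.0829 for the JunB-dependent genes and adjusted p = 0.941 for the others. In fry for either direction the JunB-dependent genes (adjusted p = 0.0121), effector Treg (adjusted p = 0.00489), core Treg (adjusted p = 0.000705), Tfh (adjusted p = 0.00249) and *Junb* neighbour lists (adjusted p = 0.00215) passed. The direction in fry was opposite to that in camera for the protein panel, survival, cholesterol and myeloid lists (adjusted p = 0.941 each) and for AP-1 (adjusted p = 0.997). With the block the T cell receptor list passed (adjusted p = 0.0465), and the direction changed for glycolysis (adjusted p = 0.992) and myeloid genes (adjusted p = 0.492). The block changed no other list's call. With 1 library left out the adjusted p ran from 0.00174 to 0.652 for BATF-dependent genes, 5.60e-06 to 0.703 for the effector, 0.00396 to 0.475 for the central, 3.68e-08 to 0.787 for the proliferation and 8.14e-05 to 0.531 for the B cell list, and without control 1 the direction of the proliferation list was reversed (adjusted p = 0.787). The JunB-dependent and oxidative phosphorylation lists kept their calls, at 8.96e-16 to 3.84e-05 and 8.31e-09 to 0.00221. The study chose the JunB-dependent genes on these samples, so that their list kept its call is not independent support. Without both libraries numbered 1 adjusted p = 0.854 for BATF-dependent, adjusted p = 0.635 for effector and for central and adjusted p = 0.703 for proliferation genes. Of 110 named genes, 97 had the same call or lack of one with the block and 13 calls were added, quantile scaling left 102 the same, ended 5 and added 3, and the length correction left 101 the same, ended 7, added 1 and changed the sign of 1 uncalled gene. Calls ended by the length correction were those of *Ccr10*, *Pdcd1*, *Ikzf4*, *Jdp2*, *Cox5a*, *Uqcrb* and *Cxcr3*. Without both libraries numbered 1, 76 of 107 were the same, 7 calls ended, 20 were added and 4 uncalled genes changed sign, and without control 1, 82 of 108 were the same, 7 calls ended, 11 were added and 8 changed sign. Each fit that leaves out 1 library holds 2 libraries of its genotype. The FPKM values give no read counts per gene, so what depth limits for single genes was not computed.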

Other observations

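Tests on the neighbours of *Junb*, on the share of effector Treg cells and on other splits of the libraries for gene counts were chosen only after the result was seen, as were the replicate block and left-out libraries for gene lists. Among markers of other blood cells, no list that could be tested passed the camera test. These lists are short and single members differed, so this does not show that the genotypes were even. Of 9 genes of CD8 T and NK cells none rose or fell (adjusted p = 0.680), with log2 differences of 0.47 for the activating receptor *Ncr1*, -0.34 for the granule protein *Nkg7* and 0.38 for the receptor *Klrb1c*. Of 4 plasma cell genes none passed (adjusted p = 0.646), the joining chain *Igj* being at 0.80. Of 6 dendritic cell genes none passed (adjusted p = 0.738), with 0.95 for the transcription factor *Zbtb46*, -0.45 for the protease inhibitor *Cst3* and 0.20 for *Batf3*, and 1 rose with the block. The 3 erythroid genes, among them the globin *Hbb-b1* (-0.84), gave adjusted p = 0.953, and the platelet list had 2 tested genes, too few for a list test, with a median of 0.02. Of 6 genes of conventional CD4 T cells *Treml2* rose (0.60), with *Pde3b* at 0.92 and *Cd40lg* at 0.36 (adjusted p = 0.129). The call of *Treml2* ended without control 1 (0.42), control 3 (0.62), *Junb*-deficient 1 (0.50) or *Junb*-deficient 2 (0.54).

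Interferon response genes were even as a group. Of 18, 1 rose, the antiviral gene *Oasl2* (0.61), with *Irf7* at 0.38 and *Rtp4* at -0.55 (adjusted p = 0.604), and with the block 1 rose and 1 fell. The call of *Oasl2* ended without any library but *Junb*-deficient 2 (0.43 to 0.67). Of 14 immediate early and heat shock genes none passed (adjusted p = 0.953), with -0.74 and -0.83 for the chaperones *Hspa1a* and *Hspa1b* and -0.32 for *Dnajb1*. Of 5 sex-linked genes none passed (adjusted p = 0.313), and with the block 1 rose and 1 fell. *Ddx3y*, *Eif2s3y* and *Xist* had log2 differences of -1.77, -2.01 and 1.20. For the glycolysis, interferon, platelet and immediate early lists the sign of the median flipped under a scaling. The median, mean and camera direction differed in sign for 5 lists. These were the protein panel (median 0.05, mean -0.04, upward), survival (-0.11, -0.03, upward), interferon (-0.03, 0.02, upward), myeloid (-0.24, -0.13, upward) and erythroid genes (0.11, -0.21, downward). In these lists 0 members passed over all genes, and adjusted over the list alone 0 passed unpaired and 1 of the dendritic list with the block.

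The count of 340 genes that fell is a value of the fit here. It is over 1.5 times higher than the number quoted from the study. The unmoderated test on untransformed FPKM gave 139 that rose and 191 that fell, which lie closer to the quoted numbers.

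Oxidative phosphorylation transcripts were lower in *Junb*-deficient libraries, with a median of -0.45. Differences went with exon length, although control 1 did not follow the other controls. Lists matched on exon length and expression had a median of -0.27 (95% of them from -0.37 to -0.17), and the real list lay at the 0.020 percentile of 10000. Matching on GC content too put it at the 0.030 percentile, which argues against exon length and GC content as the whole cause. Exon length counts all annotated exons of a gene and can exceed the transcript present, so a trend on the length of the expressed transcript was not tested. The matched lists hold unrelated genes, so these percentiles do not allow for variation that the list's genes share between libraries. A lower level after *Junb* loss may remain (the same 0.020 percentile), and stays open because no call holds with an estimated correlation (adjusted p = 0.892) and 3 of 10 splits gave a median as large, the largest other being 0.77. The 2 others keep both libraries numbered 1 together, and among the 3 that part all pairs the largest was 0.31, but these are too few for a share under 0.05.

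*Prdx2* fell and *Rnaseh2a* rose beside *Junb*. Reads moved between the overlapping models are argued against, since 5.80% of the exon bases of *Prdx2* are shared and 68.1% to 87.3% of its FPKM was missing. Loss of a shared regulatory element stays open, since the highest other tested neighbour with separated libraries, *Tnpo2* (0.32, named after its value was seen), is under the 0.5 that would have argued against it, and *Rtbdn*, which was higher, was too low to be tested. Transcription running past the deleted gene, which would cross *Prdx2* in antisense (-2.20) and reach *Rnaseh2a* on the strand of *Junb*, may be a cause. It stays open, since values per gene do not show reads between genes, whether the counting used the strand that the library kit kept is not given, and *Rtbdn* lies on the other strand beyond *Rnaseh2a*.

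Effector Treg transcripts were lower, with a median of -0.45. The trend on exon length is argued against as the whole cause, since matched lists had a median of -0.16 and the list lay at their 0.010 percentile, the smallest that 10000 can give. The matched lists hold unrelated genes, so this percentile cannot tell a genotype difference from variation that the list's genes share between libraries. The proliferation list lay at the same percentile, and its median was -0.01 without control 1. The central Treg and B cell lists lay at the 99.9 and 100 percentiles of their matched lists. Every list tried in this way thus lay outside its matched range, so the percentile does not single out the effector list. RNA of myeloid cells is argued against for the summed fall in the pairs numbered 2 and 3. There the summed FPKM of the myeloid list rose, from 32.4 to 81.9 and from 44.1 to 63.4 (-14.2% and -1.79% of the effector fall). In each, 7 of its 14 genes were higher and 7 lower, and *Lyz2* was lower. In pair 1 the myeloid list fell, by 8.71% of the effector fall. The effector sums rest mainly on *S100a4* and *S100a6*, and the myeloid rise mainly on *Fcer1g*, so the sums say little of the other effector genes. A smaller share of effector Treg cells in the sort may be a cause, with the central list at 0.19 (0.01 without both libraries numbered 1). These values cannot tell it apart from a lower level per cell, since 2 members of the effector list rose and 6 fell. By flow cytometry on spleens of this genotype, the study reported both. Effector cells were a lower proportion of Treg cells. Among them CD44, CTLA4, ICOS, TIGIT and KLRG1 were reduced, and CD25, GITR and ST2 were not. For the effector list, 2 of 10 splits gave a median as large, the largest other being 0.51, and 0.32 among the 3 that part all pairs.

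The 6 libraries make 10 splits of 3 and 3, too few for a share under 0.05. At the adjusted threshold the real count was 0 and the highest other 0, with 10 of 10 splits as large. At the study's thresholds the real count was 537 and the highest other 2745, with 4 of 10 as large. That highest split put both libraries numbered 1 with *Junb*-deficient 3. The libraries numbered 1 differ from the others in the lane suffix, in RNA of other cells and in activation genes. Which of these the split follows was not tested. The block counted 422 genes that rose and 848 that fell. Of lists, the real count was 7 and the highest other 11, with 9 of 10 as large. The real count includes the list of JunB-dependent genes, which the study chose on these samples. Among the 3 other splits that part all 3 pairs, the counts were 69 to 344 genes and 5 to 10 lists.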
